# Lifespan-Extending Effects of Royal Jelly and Its Related Substances on the Nematode *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pone.0023527

**Published:** 2011-08-09

**Authors:** Yoko Honda, Yasunori Fujita, Hiroe Maruyama, Yoko Araki, Kenji Ichihara, Akira Sato, Toshio Kojima, Masashi Tanaka, Yoshinori Nozawa, Masafumi Ito, Shuji Honda

## Abstract

**Background:**

One of the most important challenges in the study of aging is to discover compounds with longevity-promoting activities and to unravel their underlying mechanisms. Royal jelly (RJ) has been reported to possess diverse beneficial properties. Furthermore, protease-treated RJ (pRJ) has additional pharmacological activities. Exactly how RJ and pRJ exert these effects and which of their components are responsible for these effects are largely unknown. The evolutionarily conserved mechanisms that control longevity have been indicated. The purpose of the present study was to determine whether RJ and its related substances exert a lifespan-extending function in the nematode *Caenorhabditis elegans* and to gain insights into the active agents in RJ and their mechanism of action.

**Principal Findings:**

We found that both RJ and pRJ extended the lifespan of *C. elegans*. The lifespan-extending activity of pRJ was enhanced by Octadecyl-silica column chromatography (pRJ-Fraction 5). pRJ-Fr.5 increased the animals' lifespan in part by acting through the FOXO transcription factor DAF-16, the activation of which is known to promote longevity in *C. elegans* by reducing insulin/IGF-1 signaling (IIS). pRJ-Fr.5 reduced the expression of *ins-9,* one of the insulin-like peptide genes. Moreover, pRJ-Fr.5 and reduced IIS shared some common features in terms of their effects on gene expression, such as the up-regulation of *dod-3* and the down-regulation of *dod-19, dao-4* and *fkb-4.* 10-Hydroxy-2-decenoic acid (10-HDA), which was present at high concentrations in pRJ-Fr.5, increased lifespan independently of DAF-16 activity.

**Conclusions/Significance:**

These results demonstrate that RJ and its related substances extend lifespan in *C. elegans*, suggesting that RJ may contain longevity-promoting factors. Further analysis and characterization of the lifespan-extending agents in RJ and pRJ may broaden our understanding of the gene network involved in longevity regulation in diverse species and may lead to the development of nutraceutical interventions in the aging process.

## Introduction

Lifespan in metazoans is influenced not only by genetic factors [1], [2] but also by environmental factors, including temperature [3], [4], oxygen [5]–[7], food intake [8] and nutrition [9]–[16]. In the honeybee *Apis mellifera* L., queens live and reproduce for 1–4 years, yet hive workers, which are derived from the same diploid genome, live for only 3–6 weeks during the spring and summer in temperate climates [17]–[19]. Queens are fed throughout their lives with royal jelly (RJ), which is produced by the hypopharyngeal, postcerebral and mandibular glands of the worker bees. In contrast, workers are fed this RJ for only a short period of time during their larval stages. This scenario raises the possibility that RJ contains longevity-promoting agents for queens [17], [19]. An analysis of its chemical composition showed that RJ comprises proteins, sugars, lipids, vitamins and free amino acids [20] together with a variety of bioactive substances, including AMP N1-oxide [21], peptides [22]–[24], acetylcholine [25]–[27] and fatty acids, such as 10-hydroxy-2-decenoic acid (10-HDA) [28]. The mechanism by which RJ exerts its longevity effects on queen bees and the identities of the components that play critical roles in this process are largely unknown.

Lifespan-control mechanisms involving biological responses to hormonal or nutritional signals are remarkably conserved, even in diverse species, including nematodes, insects and mammals [2]. The effects of RJ on the extension of lifespan are likewise conserved between *Drosophila* [9] and mice [29], indicating that RJ plays the same role in disparate phyla.

In mammals, RJ has also been reported to possess a variety of pharmacological activities such as antibacterial [30], antitumor [31], anti-allergic [32], antifatigue [33], anti-inflammatory [34], [35] and immunomodulatory [36], [37] effects. RJ also induces neurite outgrowth [38], prevents dermatitis [39], hypercholesterolemia [40] and osteoporosis [41] and stimulates bone formation [42]. Protease-treated RJ (pRJ) has additional beneficial properties, including antioxidant activity [43], inhibitory effects on lipid peroxidation [44] and antihypertensive effects [45]–[47].

The nematode *Caenorhabditis elegans* has been widely used in studies on aging and longevity. It is an ideal model organism for such studies because of its relatively short lifespan (3–4 weeks) and well-established genetic pathways [1]. Using *C. elegans*, researchers have identified several compounds that are capable of extending lifespan and are derived from natural products including blueberries [48], herbs [49] and green tea [50], [51]. In the present study, we examined the effects of RJ and pRJ on the lifespan of *C. elegans* to identify the lifespan-extending agents in these substances and to understand the mechanism of their action.

## Results

### Effects of RJ on the lifespan of *C. elegans*

We first investigated the effects of RJ on the lifespan of the wild-type N2 strain of *C. elegans*. RJ treatment was begun at the young adult stage with concentrations ranging from 1 to 100 µg/ml. RJ treatment at 10 µg/ml extended the mean lifespan by 7–9%, whereas either 1 or 100 µg/ml RJ had little or no effects on the lifespan (Fig. 1, Table S1), indicating that there is an optimal dose of RJ for lifespan extension. In contrast, pRJ prolonged the mean lifespan at all concentrations tested (1, 10 and 100 µg/ml). The maximal effect was observed at 10 µg/ml, at which concentration the mean lifespan was increased by 7–18% (Fig. 2, Table S1). These results suggest that both RJ and pRJ contain the lifespan-extending agents and that these agents are not proteinaceus.

**Figure 1:**
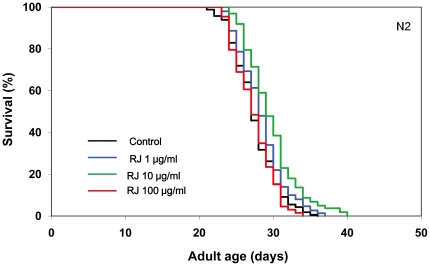
The effects of RJ on the lifespan of *C. elegans*. The survival curves of N2 hermaphrodites treated with RJ (0 (control), 1, 10 or 100 µg/ml) are shown. These substances were administered at 20°C, from the young adult stage until death. Day 0 corresponds to the L4 molt. The percentage of live worms is plotted against adult age. Detailed parameters are presented in Table S1.

**Figure 2:**
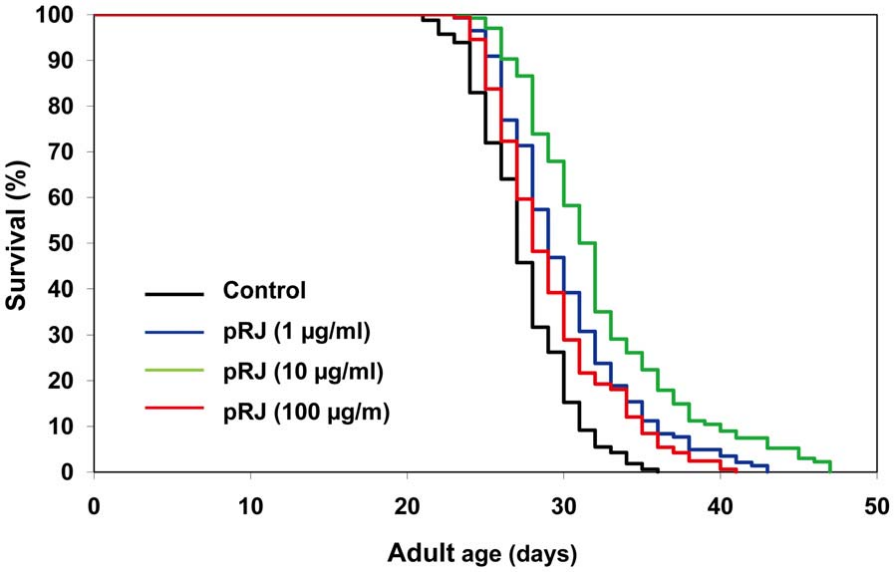
The effects of pRJ on the lifespan of *C. elegans*. The survival curves of N2 hermaphrodites treated with pRJ (0 (control), 1, 10 or 100 µg/ml) are shown. The experiment was performed as described in Figure 1 Legend. Detailed parameters are presented in Table S1.

To gain insights into the nature of the lifespan-extending agents, we performed fractionations of both RJ and pRJ. RJ was divided into EtOH-soluble (RJ-Fr.1) and water-soluble (RJ-Fr.2) fractions. Neither of these fractions extended the lifespan (Fig. S1, Fig. S2, Table S1). pRJ was fractionated by Octadecyl-silica (ODS) column chromatography and eluted with water (pRJ-Fr.4) and subsequently with 30% MeOH (pRJ-Fr.5). pRJ-Fr.4 at concentrations from 5 to 100 µg/ml increased the mean lifespan (Fig. 3, Table S1). The maximal effect was observed at 10 µg/ml, at which concentration the mean lifespan was increased by 9%. In contrast, pRJ-Fr.5 at concentrations of 10, 25 and 100 µg/ml increased the mean lifespan by 8–9%, 18–19% and 17–19%, respectively (Fig. 4, Table S1). These results indicated that the lifespan-extending agents in pRJ were enriched in the 30% MeOH-eluted fraction more than in the water-eluted fraction.

**Figure 3:**
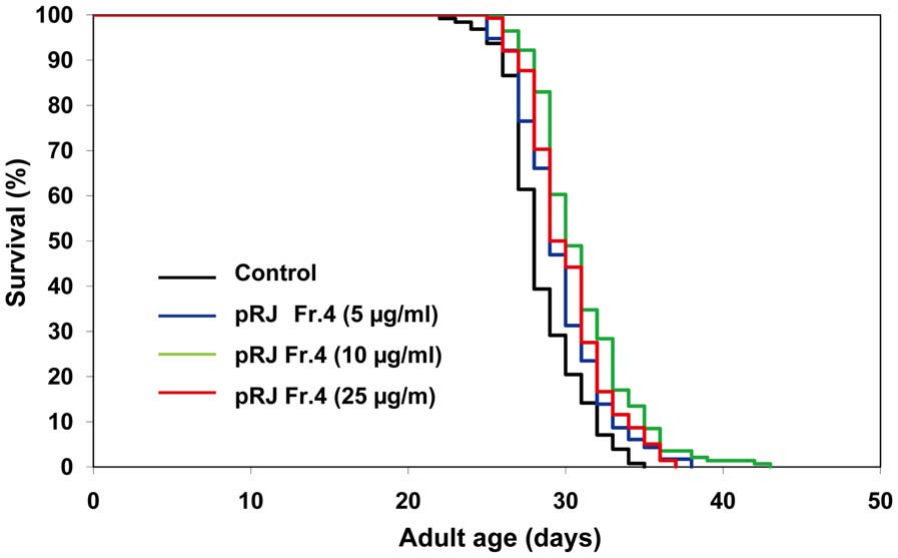
The effects of pRJ-Fr.4 on the lifespan of *C. elegans*. The survival curves of N2 hermaphrodites treated with pRJ Fr.4 (0 (control), 5, 10 or 25 µg/ml) are shown. The experiment was performed as described in Figure 1 Legend. Detailed parameters are presented in Table S1.

**Figure 4:**
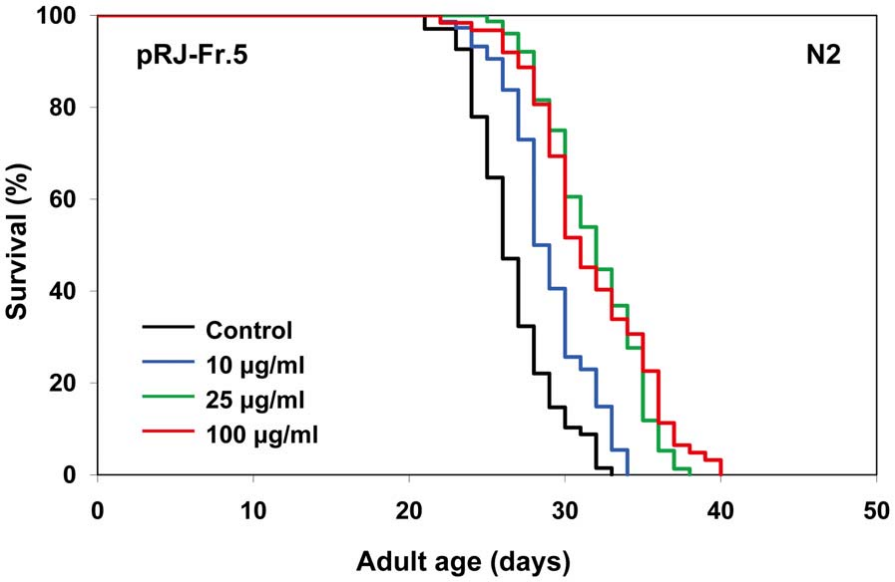
The effects of pRJ-Fr.5 on the lifespan of *C. elegans*. Survival curves of N2 hermaphrodites treated with pRJ-Fr.5 (0 (control), 10, 25 or 100 µg/ml). The experiment was performed as described in Figure 1 Legend. Detailed parameters are presented in Table S1.

### Gene expression changes during pRJ-Fr.5 treatment

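Gene expression was measured by DNA microarray in *C. elegans* N2, the wild-type strain, after 24 h with pRJ-Fr.5 at 25 µg/ml or without it (0 µg/ml, control), starting at the L4 stage, the last larval stage. The labels of the deposited samples give the dose as 25 mg/ml, and the value in the paper's methods is used here. Each group had 3 replicates, and the RNA of each replicate was hybridized to its own array, labeled with a single dye. The 6 arrays lay on 2 slides. Slide 1 held 2 control arrays and 2 pRJ-Fr.5 arrays, and slide 2 held 1 of each. The authors deposited the intensity of every spot from the Agilent Feature Extraction software, which subtracts the background within an array and does not normalize between arrays. From these intensities, the spots of a probe were averaged, log2 was taken, and the 75th percentile of the array was subtracted, which is the percentile shift that the methods describe. Probes were kept when they were well above background on all 6 arrays and not marked as outliers. This left 27518 of 43603 probes, and the mean over the kept probes of a gene gave values for 16060 genes. Groups were compared with limma, a linear model that shares the estimate of the spread across probes, with Benjamini-Hochberg adjustment. The number of arrays limits the precision, because an exact permutation test of 3 arrays against 3 cannot go below p = 0.1. The arrays were of unequal quality. In the control group, 34553, 34265 and 27932 probes were well above background in replicates 1, 2 and 3, and in the pRJ-Fr.5 group, 33314, 34361 and 32824. Control replicate 3 alone was the reason that 4705 probes were left out. The SD of its negative control spots was 5.42 intensity units, against 1.23 to 1.67 on the other arrays.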

To understand the mechanism underlying the lifespan extension by pRJ-Fr.5, we analyzed genome-wide changes in gene expression during treatment of *C. elegans* N2 with pRJ-Fr.5. Using the Agilent *C. elegans* (V2) Gene Expression Microarray, we monitored the expression of 20,000 genes. 

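On each array, 43803 spots carried *C. elegans* probes, of which 50 probes were spotted 5 times. Through the sequence names in the deposited files, 34865 probes (80.0%) were matched to a symbol in the RefSeq annotation of the WBcel235 assembly, and these probes covered 20270 genes. The other probes kept the sequence name that the files give.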

To identify differentially regulated genes, we eliminated all probes with absent or marginal flags and then performed a *t*-test with the significance level set at *p*<0.05. Of these genes, 733 were further selected using the criterion of at least a 1.8-fold change (Table S2). 

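Among the 27518 probes kept, 11163 had an unadjusted p under 0.05 in limma's test of pRJ-Fr.5 against control. After Benjamini-Hochberg adjustment, 6885 probes passed 0.05, of which 2417 were higher and 4468 were lower with pRJ-Fr.5. With the methods' t-test on the same values, 9946 probes passed the unadjusted threshold and 4476 passed after adjustment. At the level of genes, 4789 of 16060 passed limma's adjusted threshold. In 7989 genes (49.7%), every pRJ-Fr.5 array was on the same side of every control array, where chance alone gives 10%. Among the alternatives that changed 1 choice at a time, leaving the filter on dim probes out moved the adjusted count most, with 3569 probes past the threshold. When control replicate 3 was left out as well, 0 probes passed it in limma and 10609 had an unadjusted p under 0.05.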

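At an unadjusted p under 0.05 in limma and at least 1.8-fold, 731 probes were selected, 171 higher and 560 lower with pRJ-Fr.5. Among these 731 were 564 of the paper's 733 probes, so that the nearness of the totals does not mean the same list. With the adjusted p, 634 probes were selected, 94 higher and 540 lower. In the methods' t-test at the unadjusted threshold and 1.8-fold, 621 probes were selected, 85 higher and 536 lower. Table S2 lists probes, 209 higher and 524 lower, under 459 different gene symbols, with 78 probes that have no symbol. Of its 733 probes, 597 passed the detection filter used here, 113 higher and 484 lower. Of the other 136, 122 failed it on control replicate 3 alone. The filter thus left out more of the increases than of the decreases in Table S2. When detection in all arrays of 1 group was sufficient, limma selected 942 probes at the same thresholds, 330 higher and 612 lower. The log2 fold change computed from the files had the sign given in Table S2 for all 733 probes, and it lay within 0.1 of the table's value for 714. The median absolute difference was 0.02 and the largest was 0.58. With quantile normalization in place of the percentile shift, the largest difference was 0.0061. The count depended on 1 array, since 1266 probes, 502 of them higher, were at the same limma thresholds without pRJ-Fr.5 replicate 1. The largest changes were taken among genes kept by the filter, past limma's adjusted threshold and with groups that did not overlap. The largest increases were those of *K05F6.10*, *lipl-1*, *thn-1*, *math-38* and *asp-11*, with log2 fold changes of 1.68, 1.68, 1.63, 1.43 and 1.37. The largest decreases were those of *dao-4*, *F49C5.11*, *lon-3*, *gtnt-53* and *srlf-19*; apart from *dao-4*, their log2 fold changes were -1.83, -1.74, -1.69 and -1.61. Each of the 5 increases lost the adjusted threshold in some alternatives, among them the methods' t-test. The adjusted p of *lipl-1* was 0.0468 in limma and ranged from 0.00209 to 0.155 over 20 alternatives, 14 of which were not past the threshold. Of the decreases, only that of *gtnt-53* lost it, in 4 of 20 alternatives.

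**Figure D1:**
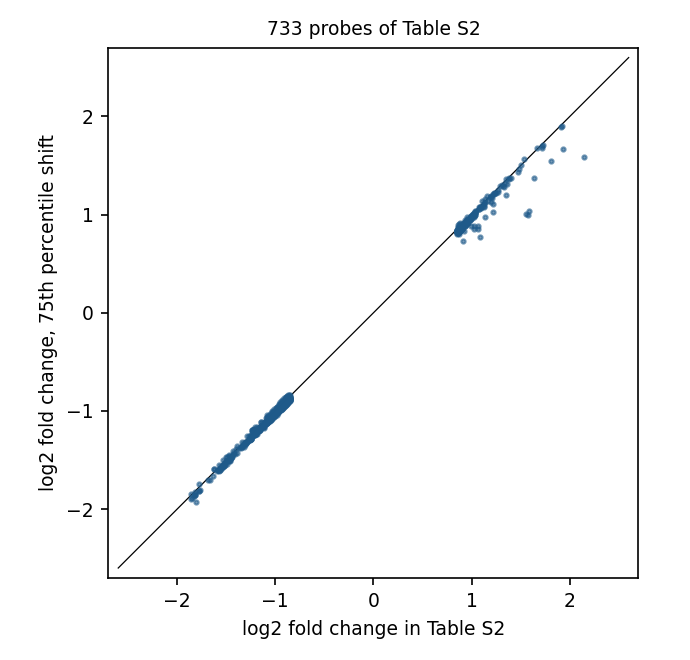
Log2 fold change (pRJ-Fr.5 against control) of the 733 probes of Table S2. The horizontal axis gives the value in Table S2 and the vertical axis the value computed from the deposited intensities with the 75th percentile shift; each point is a probe and the line marks equal values. All 733 points have the same sign on both axes, and 714 lie within 0.1 of the line.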

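The gene *ins-9* (*C06E2.8*) was measured by 5 probes, all of them above background on every array. Its log2 signal relative to the array's 75th percentile was -4.08 ± 0.09 (SD, n = 3) in control worms and -5.18 ± 0.14 (SD, n = 3) with pRJ-Fr.5. The log2 fold change was -1.09 (standard error 0.09, adjusted p = 0.00203 from limma with Benjamini-Hochberg adjustment), and the 5 probes ranged from -1.16 to -1.03. All pRJ-Fr.5 arrays lay below all control arrays (two-sided exact permutation test, p = 0.1, the smallest that the design allows). With each array left out in turn, the log2 fold change stayed between -1.15 and -1.01, and it moved most with the normexp background correction, to -0.59. The gene *ins-20* (*ZK84.7*) had 9 probes, of which only 2 were above background on all 6 arrays. The mean of these 2 probes was -4.98 ± 0.74 (SD, n = 3) in control worms and -4.33 ± 0.78 (SD, n = 3) with pRJ-Fr.5. This log2 fold change of 0.65 (standard error 0.48) was within the spread between replicates (adjusted p = 0.331 from limma), and the groups overlapped. One of the 2 probes read -3.50 on control replicate 3 against -5.39 and -6.26 on the other control arrays. All 9 probes of *ins-20* were higher on average with pRJ-Fr.5, by log2 values from 0.30 to 1.32, and 7 of them passed an unadjusted p of 0.05 in limma and 1.8-fold when detection in all arrays of 1 group was sufficient. In that fit over probes, 1 of the 9 probes also passed after adjustment (adjusted p = 0.0452 from limma). The single probe of *ins-23* (*M04D8.3*) was not well above background on 1 control array and was therefore left out by the filter on all 6 arrays. With detection in all arrays of 1 group, its log2 fold change was 1.08 (standard error 0.33), with adjusted p = 0.0653 from limma, and the arrays of the groups did not overlap. On pRJ-Fr.5 replicate 1, *ins-23* read -5.12, close to the -5.16 of control replicate 1. Among the other insulin-like peptide genes, *ins-6*, *ins-12*, *ins-27*, *ins-30*, *ins-33* and *ins-37* were lower and *ins-4* and *ins-34* were higher past the adjusted threshold, with log2 fold changes between -0.70 and 0.61. Of these, *ins-37* (-0.45, adjusted p = 0.00281 from limma) was past the threshold under every alternative, and each of the others lost it under some alternatives.

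**Figure D2:**
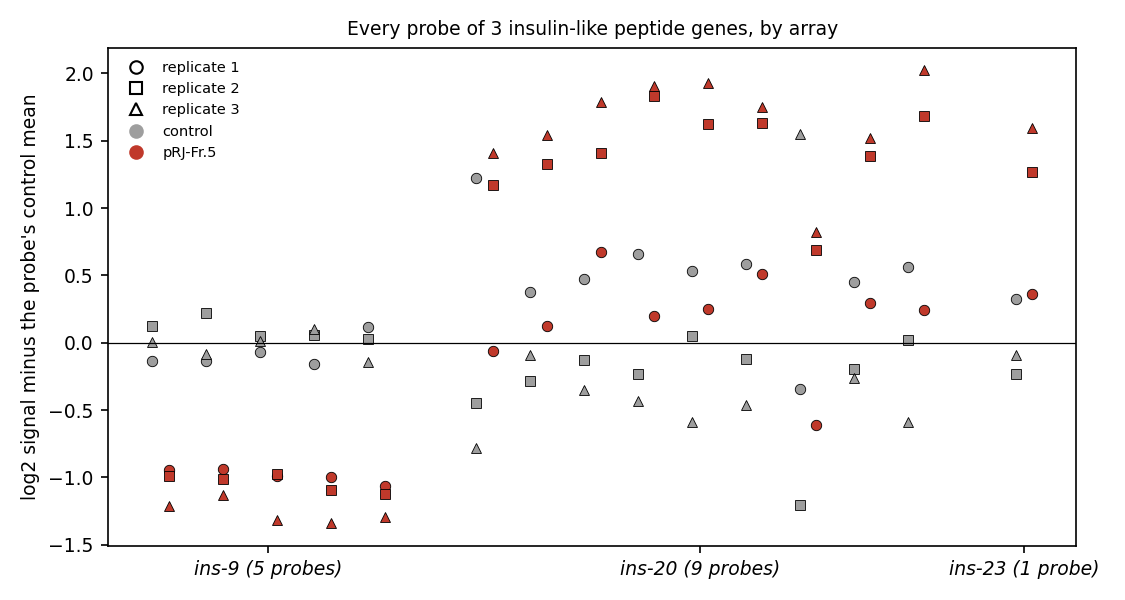
Log2 signal of every probe of *ins-9*, *ins-20* and *ins-23*, minus the control mean of that probe (vertical axis), for each array. Grey symbols are control arrays, red symbols are pRJ-Fr.5 arrays, and the symbol shape gives the replicate. The 5 probes of *ins-9* are lower on all pRJ-Fr.5 arrays, while for *ins-20* and *ins-23* replicate 1 of pRJ-Fr.5 lies near the control arrays.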

Further analysis of these 733 genes revealed that pRJ-Fr.5 down-regulated *ins-9* and up-regulated *ins-20* and *ins-23*, all of which encode insulin-like peptides (Table S2). Among these insulin-like peptide genes, real-time RT-PCR confirmed down-regulation of *ins-9* gene expression after pRJ-Fr.5 treatment (Fig. 5). These results are consistent with previous findings implicating reduced insulin/IGF-1 signaling (IIS) in lifespan extension [1]. pRJ-Fr.5 also down-regulated *dod-19*, *dao-4,* and *fkb-4* and up-regulated *dod-3* (Table S2). These expression changes were all verified by real-time RT-PCR analysis (Fig. 5) and, more importantly, correlated with the changes observed when IIS is reduced in *C. elegans* [52], [53]. 

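Each of these genes was measured by 1 probe. The signal of *dao-4* (*ZC373.6*) was 1.25 ± 0.13 (SD, n = 3) in control worms and -0.59 ± 0.52 (SD, n = 3) with pRJ-Fr.5, as log2 relative to the array's 75th percentile. Its log2 fold change was -1.84 (standard error 0.24, adjusted p = 0.00254 from limma). For *dod-19* (*ZK6.10*), the signal was 3.40 ± 0.13 (SD, n = 3) without and 2.52 ± 0.31 (SD, n = 3) with pRJ-Fr.5, a log2 fold change of -0.87 (standard error 0.16, adjusted p = 0.0079 from limma). For *fkb-4* (*ZC455.10*), the values were 1.01 ± 0.17 (SD, n = 3) and 0.15 ± 0.05 (SD, n = 3), a log2 fold change of -0.85 (standard error 0.09, adjusted p = 0.00203 from limma). The gene *dod-3* (*C24B9.9*) rose from -1.44 ± 0.39 (SD, n = 3) to -0.08 ± 0.57 (SD, n = 3), a log2 fold change of 1.36 (standard error 0.31, adjusted p = 0.0197 from limma). For all 4 genes the control and pRJ-Fr.5 arrays did not overlap (two-sided exact permutation test, p = 0.1 each). The decreases of *dao-4* and *fkb-4* were past the adjusted threshold under every alternative. The increase of *dod-3* was not past it in 10 of 20 alternatives, among them the methods' t-test, no filter on dim probes, and leaving out control replicate 2 or 3 or pRJ-Fr.5 replicate 2 or 3. Without pRJ-Fr.5 replicate 1 it was 1.68. After Benjamini-Hochberg adjustment of the methods' t-test, *dod-19* was not past the threshold, with an adjusted p of 0.0502 that ranged from 0.00238 to 0.0570 over the alternatives in limma and the other test. Of the same families, *dao-6* and *dod-17* also passed limma's threshold, *dao-6* with a log2 fold change of -0.62 and *dod-17* with one of -0.80 that was not past the threshold in 9 of 20. The paper sets the direction of these changes beside earlier reports on worms with reduced IIS.

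**Figure D3:**
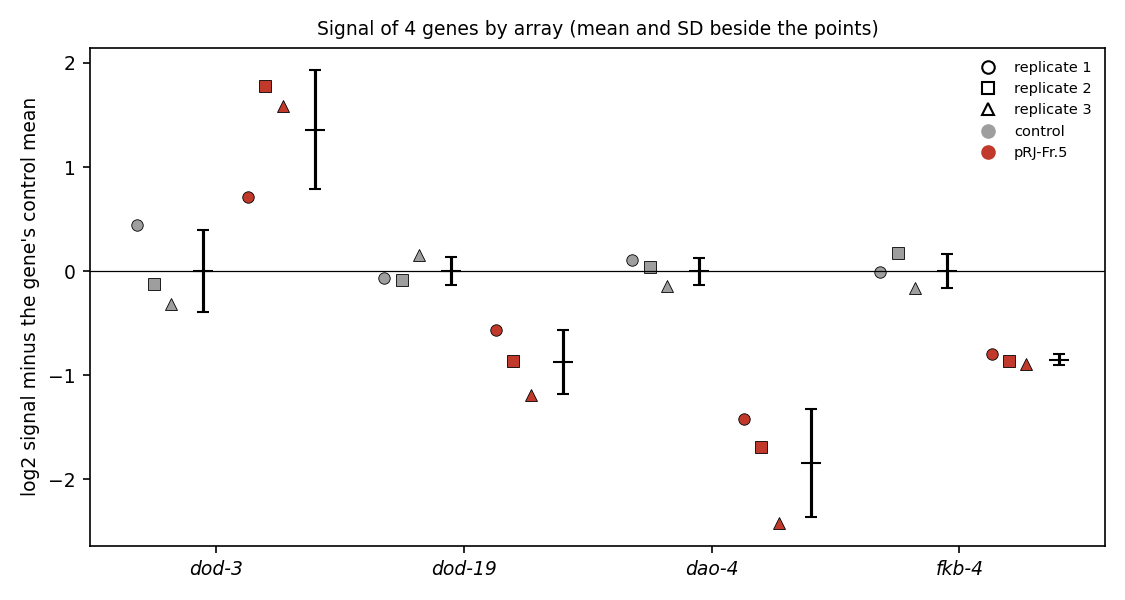
Log2 signal of *dod-3*, *dod-19*, *dao-4* and *fkb-4* minus the control mean of the gene (vertical axis). Grey symbols are the 3 control arrays, red symbols the 3 pRJ-Fr.5 arrays, the symbol shape gives the replicate, and the bars give the mean and SD. The pRJ-Fr.5 arrays lie above the control arrays for *dod-3* and below them for the other 3 genes.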

Certain DNA motifs were previously reported to be associated with the FOXO transcription factor DAF-16 [53], [54], the activation of which is known to promote longevity in *C. elegans* upon reduction of IIS [1]. The DAF-16-binding element (DBE: TTGTTTAC) [54] and the DAF-16-associated element (DAE: CTTATCA) [53] were overrepresented in the upstream regions of *ins-9*, *dod-3*, *dod-19*, *dao-4* and *fkb-4* (Table 1), suggesting that their gene expression is controlled by DAF-16 activity.

**Figure 5:**
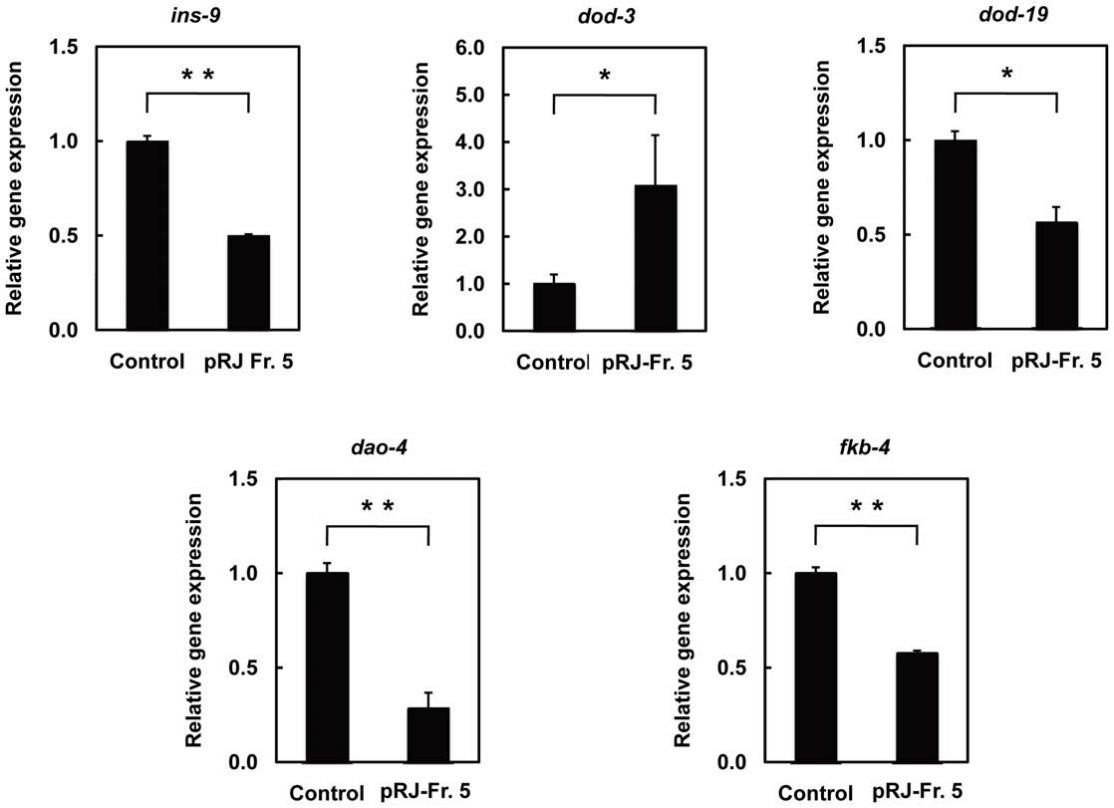
The effects of pRJ-Fr.5 treatment on gene expression in *C. elegans*. Relative expression levels of genes (*ins-9, dod-3, dod-19*, *dao-4*, and *fkb-4*) in N2 hermaphrodites treated with pRJ-Fr.5 (0 (control) or 25 µg/ml) for 24 h starting at the L4 stage. Data are expressed as the mean ± S.E. (n = 3). *: p<0.05; **: p<0.01, compared with control (Student's t test).

**Table 1:** DAF-16 promoter elements in the upstream region of genes commonly regulated by reduced IIS and pRJ-Fr.5.

Gene	Cosmid no.	DBETTGTTTAC	DAECTTATC
*dod-3*	C24B9.9	3	1
*dod-19*	ZK6.10	1	3
*fkb-4*	ZC455.10	1	1
*dao-4*	ZC373.6	1	1
*ins-9*	C06E2.8	2	2

The number of DAF-16-binding elements and DAF-16-associated elements in the 2kb upstream of each gene is shown.

### Effects of pRJ-Fr.5 on lifespan in *daf-16* deletion mutants

To clarify whether the IIS-DAF-16 pathway is involved in pRJ-Fr.5-induced extension of lifespan, we examined the effects of pRJ-Fr.5 on the lifespan of a *daf-16* deletion mutant. The findings that pRJ-Fr.5 extended the mean lifespan of this mutant by 8–12% (Fig. 6, Table S1) and that this effect was smaller than that observed in wild-type N2 (18–19%) (Fig. 4, Table S1) indicated that pRJ-Fr.5 extends the lifespan by both IIS-DAF-16 pathway-dependent and -independent mechanisms.

**Figure 6:**
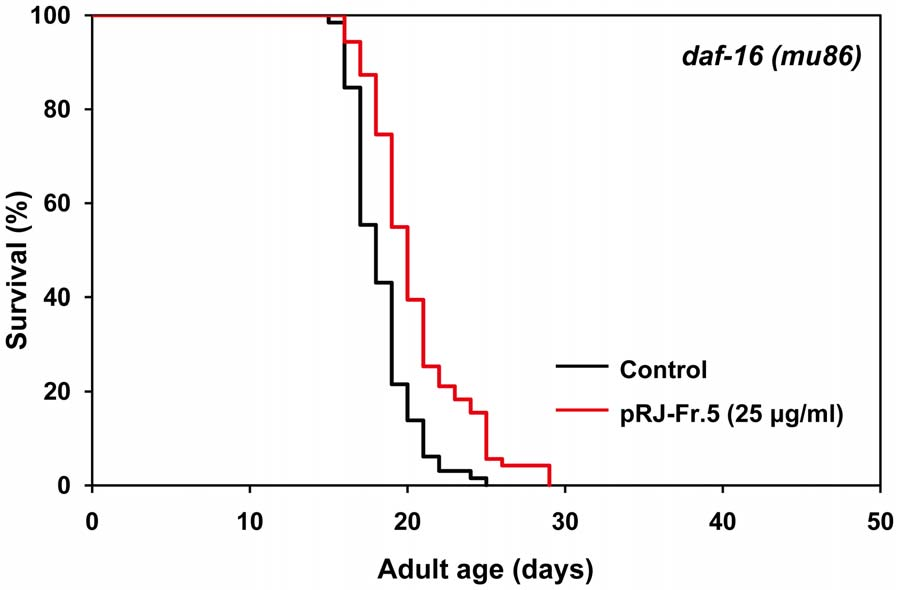
The effects of pRJ-Fr.5 on the lifespan of *daf-16(mu86)* mutants. The survival curves of *daf-16(mu86)* mutant hermaphrodites treated with pRJ-Fr.5 (0 (control) or 25 µg/ml). The experiment was performed as described in Figure 1 Legend. Detailed parameters are presented in Table S1.

### Effects of pRJ-Fr.5 on DAF-16 nuclear translocation

To ascertain whether pRJ-Fr.5 acts on the IIS-DAF-16 pathway, we examined the effects of pRJ-Fr.5 treatment on DAF-16 nuclear localization, which has been shown to be augmented when IIS is abrogated [55], [56]. We found that pRJ-Fr.5 treatment induced DAF-16 nuclear localization (Fig. S3), suggesting that pRJ-Fr.5 acts on the IIS-DAF-16 pathway.

### Analysis of pRJ-Fr.5 components

Next, we analyzed the components of pRJ-Fr.5. The amount of sugars contained in pRJ-Fr.5 was estimated to be 20%(w/w) in terms of glucose. Peptides accounted for more than 60%(w/w) of pRJ-Fr.5. The molecular weight measurement indicated that pRJ-Fr.5 contained low-molecular weight peptides, such as dipeptides and tripeptides, as well as 16.5% (w/w) 10-HDA. We also measured the 10-HDA content in RJ, pRJ and the other fractions derived from them. The 10-HDA concentrations were as follows: RJ: 1.7%, pRJ: 5.3%, RJ-Fr.1: 8.9%, RJ-Fr.2: 2.1% and pRJ-Fr.4: <0.1%. These results showed that 10-HDA was enriched especially in pRJ-Fr.5.

### Effects of 10-HDA on lifespan in N2 and *daf-16* deletion mutants

To elucidate whether 10-HDA is a lifespan-extending agent, we assessed its effects on lifespan. Worms treated beginning at the young adult stage with concentrations of 10-HDA ranging from 10 to 100 µM all showed extensions of the mean and maximum lifespans (Fig. 7, Table S3). The largest increase was observed at 25 µM, at which concentration the mean lifespan was increased by 12%.

**Figure 7:**
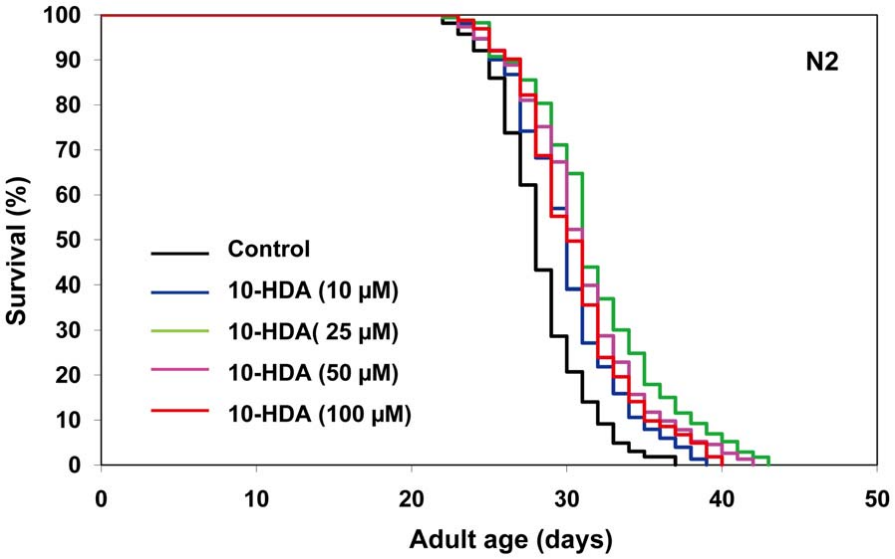
The effects of 10-HDA on the lifespan of *C. elegans*. The survival curves of N2 hermaphrodites incubated with 10-HDA (0 (control), 10, 25, 50 or 100 µM) are shown. The experiment was performed as described in Figure 1 Legend. Detailed parameters are presented in Table S3.

We next tested whether 10-HDA extends lifespan through the IIS-DAF-16 pathway by measuring the effects of this compound on the lifespan of the *daf-16* deletion mutants. 10-HDA at concentrations from 10 to 100 µM extended the mean lifespan of this mutant by 6–15% (Fig. 8, Table S3). The ability of 10-HDA to extend the lifespan of the *daf-16* deletion mutants and the wild-type N2 to similar extents clearly indicates that its lifespan-extending effect is mediated through a mechanism independent of the IIS-DAF-16 pathway.

**Figure 8:**
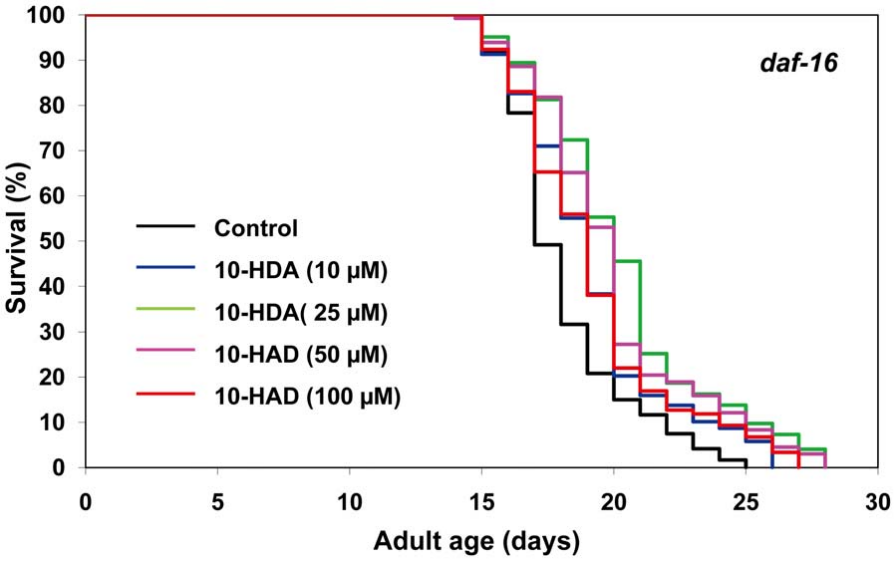
The effects of 10-HDA on the lifespan of *daf-16(mu86)* mutants. The survival curves of *daf-16(mu86)* mutant hermaphrodites incubated with 10-HDA (0 (control), 10, 25, 50 or 100 µM) are shown. The experiment was performed as described in Figure 1 Legend. Detailed parameters are presented in Table S3.

### Effects of combined treatment with pRJ-Fr.5 and 10-HDA on lifespan

To examine the contribution of 10-HDA to pRJ-Fr.5-induced lifespan extension, we tested the effect of combining pRJ-Fr.5 and 10-HDA on lifespan. The lifespan extension achieved by the combination of pRJ-Fr.5 and 10-HDA was greater than that induced by each treatment alone, but the effect was less than additive (Fig. 9, Table S3). These results suggest that pRJ-Fr.5 and 10-HDA do not extend lifespan independently of each other. Therefore, part of the lifespan extension by pRJ-Fr.5 is probably due to its 10-HDA component.

**Figure 9:**
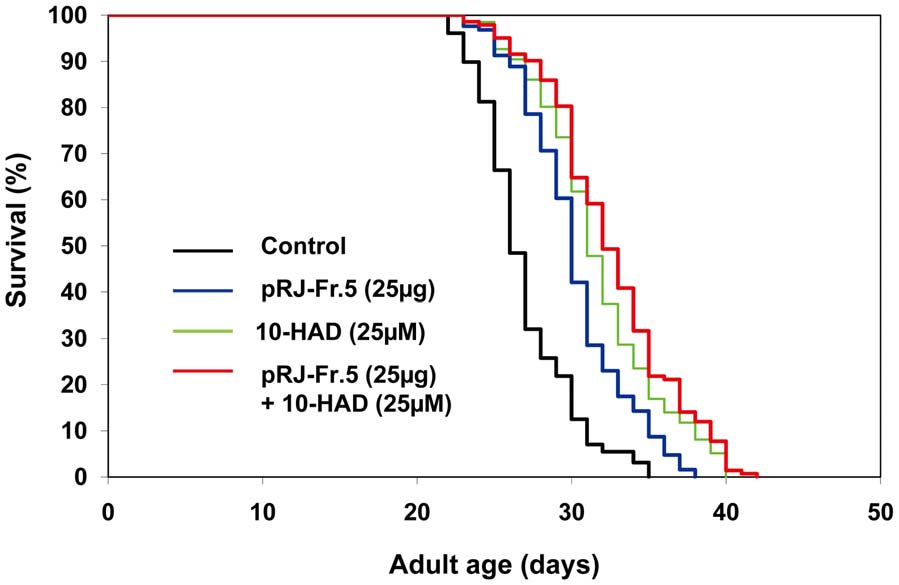
The effects of 10-HDA and/or pRJ-Fr.5 on the lifespan of *C. elegans*. The survival curves of N2 hermaphrodites incubated with 10-HDA (0 or 25 µM) and/or pRJ-Fr.5 (0 or 25 µg/ml) are shown. The experiment was performed as described in Figure 1 Legend. Detailed parameters are presented in Table S3.

## Discussion

The present study demonstrates that RJ has the ability to prolong the lifespan of *C. elegans* (Fig. 1), as it is known to do in *Drosophila* [9] and mice [29], suggesting that RJ may contain longevity-promoting factors that can act in diverse species across phyla. This lifespan-extending activity of RJ in *C. elegans* was not diminished by protease treatment of RJ (Fig. 2), indicating that proteins in RJ are not responsible for the lifespan extension. The water-eluted fraction of pRJ (pRJ-Fr.4) had some lifespan-extending activity (Fig. 3), suggesting that water-soluble compounds, such as sugars, amino acids, vitamins or peptides including protein-proteolysis products, may have such activity. Although RJ could extend lifespan (Fig. 1, Table S1), neither the EtOH-soluble (RJ-Fr.1) nor the water-soluble (RJ-Fr.2) fraction of RJ exhibited lifespan-extending activity (Fig. S1, Fig. S2). It is unclear why this activity was not found in either RJ-Fr.1 or RJ-Fr.2. One possibility is that the concentrations of the lifespan-extending agents in RJ-Fr.1 and RJ-Fr.2 used in this study may be above or below the narrow dose range that can extend lifespan.

We found that 10-HDA extended the lifespan of *C. elegans* (Fig. 7). This is the first evidence that 10-HDA, a defined natural component of RJ, can extend organismal lifespan. 10-HDA is known to have several pharmacological activities such as antibacterial [57], antitumor [58], anti-inflammatory [59], and anti-angiogenic [60] as well as the ability to promote neurogenesis [61] and collagen production [62]. Additionally, 10-HDA is known to possess growth-inhibitory activity in honeybee queens [63]. The present observations demonstrate that 10-HDA can also perform more integrative functions, such as extending organismal lifespan.

The 30% MeOH-eluted fraction of pRJ (pRJ-Fr.5) generated by ODS column chromatography exhibited higher lifespan-extending activity than did pRJ-Fr.4 (Fig. 3, Fig. 4, Table S1). This result can be partly explained by the higher concentration of 10-HDA in pRJ-Fr.5. Furthermore, the finding that the lifespan extension induced by both pRJ-Fr.5 and 10-HDA was greater than that induced by each treatment alone but was less than additive (Fig. 9, Table S3) suggests that part of the lifespan extension by pRJ-Fr.5 was likely due to the 10-HDA contained in pRJ-Fr.5.

A variety of intricate regulatory networks have been shown to control lifespan [2]. Among them, IIS has been well established as a fundamental pathway that regulates the lifespan of *C. elegans, Drosophila* and mice [64]. It has been suggested that this pathway is a key determinant of the lifespan differences between honeybee queens and workers [65]. Reduced IIS extends the lifespan through DAF-16, a FOXO transcription factor in *C. elegans* [66]-[68]. We found that pRJ-Fr.5 induced nuclear localization of DAF-16 (Fig. S3), indicating that pRJ-Fr.5 activated DAF-16. However, our results showed that the mean-lifespan extension by pRJ-Fr.5 in N2 was greater than that in the *daf-16* deletion mutant (Fig. 3, Fig. 4, Table S1), indicating that pRJ-Fr.5 extended the lifespan by both DAF-16-dependent and DAF-16-independent mechanisms. This finding is consistent with the notion that pRJ-Fr.5 extends the lifespan in part through the IIS-DAF-16 pathway and in part through some other mechanism.

We performed DNA microarray and real-time RT-PCR analyses to identify pRJ-Fr.5-regulated genes. In these genes, *ins-9* was down-regulated by pRJ-Fr.5. Among the 40 known insulin-like peptides in *C. elegans*, INS-1 [69], INS-7 [53], INS-11 [70], INS-18 [71] and DAF-28 [72], [73] have been reported to be regulators of lifespan. Similar to *ins-1* and *daf-28, ins-9* is also expressed in chemosensory neurons such as ASI [74], which plays an important role in lifespan determination [74], [75]. Interestingly, the expression of *ins-7* has been reported to be regulated by IIS-DAF-16 [76]. We also suggested that *ins-9* expression is also controlled by IIS-DAF-16 from the finding that the DBE and DAE are overrepresented in the upstream regions of *ins-9* (Table 1).

We also found that pRJ-Fr. 5 down-regulated *dod-19*, *dao-4* and *fkb-4* and up-regulated *dod-3* (Fig. 5, Table S2), gene expression changes that are also observed when IIS is reduced [52], [53]. The *dod-19* gene encodes an unknown protein; however, intriguingly, it is one of the known determinants of lifespan [53]. It is also interesting to note that *fkb-4* encodes a homolog of the mammalian protein FKBP [52], which binds to the immunosuppressant FK506 and rapamycin. FKBP is involved in the mammalian target of rapamycin (TOR) pathway [77]–[82] and in diverse cellular functions, including protein folding and the modulation of oxidative stress [83]. FKBP also has neural roles [84], [85]. Inhibition of the TOR pathway has been found to increase lifespan in a variety of species, including yeast, nematodes, flies, and mice [86]–[91]. The deletion of both *fkb-4* and *fkb-5*, another FKBP gene, results in lethality under cold conditions [92], and it has been observed that cold conditions affect lifespan in *C. elegans* [3]. Interestingly, the TOR pathway works as an energy- and nutrient-sensing pathway to determine the queen/worker differentiation in honeybees [93]. Further research is necessary to determine whether these genes are actually involved in the lifespan extension mediated by pRJ-Fr.5.

Recent investigations have provided evidence of common longevity regulation pathways between nematodes, insects and mammals [1], [64], [87], [90], [91]. The further identification and characterization of the longevity-promoting compounds contained in RJ will broaden our understanding of the gene networks involved in longevity regulation in diverse species and may lead to the development of nutraceutical interventions in the aging process.

## Materials and Methods

### Nematode strains and culture conditions

The *C. elegans* strains were maintained at 20°C on nematode growth medium (NGM) agar with *Escherichia coli* OP50 as a food source, as previously described [94]. The N2 Bristol strain was used as the wild-type *C. elegans*. The mutant strain used in this study was CF1038: *daf-16(mu86)* I and TJ356: *zIs356* [Ex(*daf-16::gfp + rol-6)*].

### Royal jelly and protease treatment

Fresh RJ, which was produced by honeybees (*Apis mellifera* L.) foraging on *Brassica sp*. in China, was obtained from Api Co., Ltd., Gifu, Japan. RJ hydrolyzed by Protease N (pRJ) was prepared as previously described [95]. The following drugs and chemicals were purchased and used: 10-HDA (Alfresa Pharma Co., Ltd., Osaka, Japan) and Protease N “Amano” (from *Bacillus subtilis*; Amano Enzyme Inc. Aichi, Japan).

### Fractionation of RJ

Fresh RJ (1 kg) was mixed with water (1 L), hexane (2 L) and EtOH (4 L), and then shaken slowly overnight at room temperature. This mixture was filtered through No. 2 filter paper and then the extracts were concentrated under pressure until they became a dark yellow material (RJ-Fr.2). This residue was dried by heating under reduced pressure and then mixed with 5% EtOH. The supernatant from this suspension was then freeze-dried (RJ-Fr.1). The yields of RJ-Fr.1 and RJ-Fr.2 were 40.9% and 16.0%, respectively.

### Fractionation of pRJ

pRJ (20 g) was mixed with water and then chromatographed on an ODS column. The column was eluted stepwise with water and 30% (v/v) aqueous MeOH. Each fraction (1 L each) was collected and freeze-dried. These fractions were designated as pRJ-Fr.4 (15 g in the H_2_O phase) and pRJ-Fr.5 (3.8 g in the 30% MeOH phase).

### Determination of lifespan

Eggs that were isolated with hypochlorite were placed on fresh NGM agar plates containing UV-killed *E. coli* strain OP50, unless otherwise stated. UV-killing was used to avoid any effects of live *E. coli* on the compounds examined in this study and any effects of these compounds on growth of live *E.coli*. To kill the OP50, plates covered with OP50 were UV-irradiated as previously described [96]. Worms were raised until the L4 molt and were subsequently transferred onto a new plate containing 40 µM 5-fluoro-2′-deoxyuridine (FUdR, Sigma Aldrich, St. Louis, MO, USA) to prevent self-fertilization. The day of transfer at the L4 molt was counted as 0-day adult in the lifespan assay. The worms were transferred to fresh plates daily, and the number of surviving worms was monitored until death unless otherwise stated. Worms were judged to be dead when they did not respond to a mechanical stimulus. To focus on aging, worms that had become desiccated on the side of the plate after crawling off, that displayed extruded internal organs or that died because of progeny hatching inside the uterus (matricidal death) were excluded from our analysis. The results of the survival assays were analyzed using the Kaplan-Meier method, and significance was measured with the log-rank test using the statistical analysis package StatMate III (ATMS, Tokyo, Japan).

### Treatment with compounds

EtOH solutions of RJ, pRJ and RJ-Fr.1, aqueous solutions of RJ-Fr.2, pRJ-Fr.4 and pRJ-Fr.5 as well as 10-HDA in DMSO, were added to liquid NGM that had been autoclaved and cooled to 50°C. The media were immediately dispensed into Petri dishes. Experiments involving RJ, pRJ and RJ-Fr.1 were performed in parallel with those involving a control group treated with 0.1% EtOH; and experiments involving 10-HDA were conducted in parallel with those involving a control group treated with 0.03% DMSO.

### DNA microarray analysis

The *C. elegans* N2 strains were treated with pRJ-Fr.5 (0 (control) or 25 µg/ml) for 24 h beginning at the L4 stage. A total of 8,000-10,000 worms were collected for each sample. The worms were homogenized in TRIzol® Reagent (Invitrogen™, Carlsbad, CA) using a Precellys 24 (Bertin Technologies, Montigny-le-Bretonneux, France). Total RNA was extracted with a PureLink™ RNA Mini kit (Invitrogen™). The Agilent *C. elegans* (V2) Gene Expression Microarray, 4x44K (G2519F-020186) was used for global gene expression analysis. This microarray contains 43,803 *C. elegans* complementary DNA (cDNA) probes, each consisting of a single 60-oligomer oligonucleotide sequence. Target RNA labeling and hybridization were performed according to the protocol for one-color microarray-based gene expression analysis using the Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA). In brief, 500 ng of RNA was transcribed using the oligo(dT)-based T7 promoter primer and MMLV-RT in the first- and second-strand cDNA synthesis reactions. The double-stranded cDNAs were used as templates for the preparation of fluorescent complementary RNAs (cRNAs) in the presence of T7 RNA polymerase and cyanine 3-CTP dye in an *in vitro* transcription reaction. The labeled cRNAs were purified, fragmented, and hybridized to microarrays in a rotating hybridization oven at 10 rpm for 17 h at 65°C. After hybridization, the microarrays were washed according to the manufacturer's instructions and scanned using an Agilent DNA Microarray Scanner with Scan Control software (Agilent Technologies). The resulting images were processed, and the raw data were collected using the Agilent Feature Extraction software. The gene expression data were analyzed using GeneSpring GX 11 (Agilent Technologies). The signal intensity of each probe was normalized by a percentile shift, in which each value was divided by the 75th percentile of all the values in its array. The microarray data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE26094 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE26094). To identify the genes with biological significance, we applied flags attributed to the signal intensity of each probe, the fold change, and the Student's *t*-test values. All the data are MIAME compliant.

### Real-time RT-PCR analysis

Total RNA was reverse-transcribed to cDNA using a High Capacity cDNA Reverse Transcription kit (Applied Biosystems), and subjected to real-time PCR using the SYBR Premix Ex Taq II (Perfect Real Time) (TaKaRa) and the Thermal Cycler Dice Real Time System (TaKaRa). The following primers were used: *ins-9* forward, 5′-GGCGAGAAGAACCTTGGAAAC-3′; *ins-9* reverse, 5′-ACAGCACAGCTTAGAGAGATCCTG-3′; *ins-20* forward, 5′-TCATCATCACAGGCACAAAGG-3′; *ins-20* reverse, 5′-GCAAAATATCATCATCCGTCAGG-3′; *ins-23* forward, 5′-CAGAGCTTCACGTTCGTAGGG-3′; *ins-23* reverse, 5′-GAACAGTACTCGGTTGGACTTGG-3′; *dod-3* forward, 5′-AAGCCATGTTCCCGAATGAG-3′; *dod-3* reverse, 5′-GCTGCGAAAAGCAAGAAAATG-3′; *dod-19* forward, 5′-ACCGTTCCCAGTTTTACAGTCC-3′; *dod-19* reverse, 5′-TATTTTGAGGCGCGGATACAC-3′; *dao-4* forward, 5′-GCACATTACAAATGCTTCAAGGAC-3′; *dao-4* reverse, 5′-TGACACCCTCATCCCCATAAC-3′; *fkb-4* forward, 5′-CTATGCGAGGAATGTGTATTGGAG-3′; *fkb-4* reverse, 5′-TGGACAGTGTAATAGAGTGGCTGAC-3′; *rla-1* forward, 5′-ACCGGCGAGAAGATCGCTAC-3′; *rla-1* reverse, 5′-CGGAAGAGACAGAAGTGATGAGG-3′. The relative expression level of each gene was calculated using the comparative Ct method. Ribosomal protein, Large subunit, Acidic (P1) family member (*rla-1*) was used as an internal control gene.

### Analysis of pRJ-Fr.5 components

Sugar content was estimated by orcinol/sulfuric acid analysis. Peptide content was estimated by the Lowry method. The molecular weights of peptides were estimated by HPLC analysis on a Superdex Peptide HR 10/30 column (Pharmacia Biotech, Uppsala, Sweden). The 10-HDA content was determined using HPLC with a Consmosil 5C18-MS-II column (Nacalai Tesque, Tokyo, Japan) at 40°C. The column was eluted with a mobile phase of 10 mM phosphate buffer (pH 2.5) and MeOH (1960:1540, v/v) at a flow rate of 1.0 ml/min.

## Supporting Information

Figure S1 The effect of RJ-Fr.1 on the lifespan of *C. elegans*. The survival curves of N2 hermaphrodites incubated with RJ-Fr.1 (0 (control), 10, 25 or 100 µg/ml) are shown. The RJ-Fr.1 was given at 20°C from 0-day adult until death. Day 0 corresponds to the L4 molt. The percentage of live worms is plotted against adult age. Detailed parameters are presented in Table S1.
(TIF) Click here for additional data file.

Figure S2 The effect of RJ-Fr.2 on the lifespan of *C. elegans*. The survival curves of N2 hermaphrodites incubated with RJ-Fr.2 (0 (control), 10, 25 or 100 µg/ml) are shown. The RJ-Fr.2 was given at 20°C from 0-day adult until death. Day 0 corresponds to the L4 molt. The percentage of live worms is plotted against adult age. Detailed parameters are presented in Table S1.
(TIF) Click here for additional data file.

Figure S3 The effect of pRJ-Fr.5 treatment on DAF-16 nuclear translocation. DAF-16 nuclear translocation was examined in a *daf-16::gfp* transgenic N2 line (*zIs356,* TJ356). The animals were treated with pRJ-Fr.5 (0 or 25 µg/ml) for 24 hrs. [A] Images of DAF-16::GFP animals. The arrowheads show the nuclear localization of DAF-16::GFP. [B] The translocation of DAF-16::GFP into the intestinal nuclei was not seen in untreated animals, whereas a fraction of pRJ-Fr.5-treated animals exhibited DAF-16::GFP translocation. The percentage of animals with nuclear-localized (black) and diffuse (gray) DAF-16::GFP in intestinal cells is shown. N = 58 (untreated) and 102 (pRJ-Fr.5 treated).
(TIF) Click here for additional data file.

Table S1 Effects of RJ or pRJ on the lifespan.
(XLSX) Click here for additional data file.

Table S2 Differentially regulated genes by pRJ-Fr.5 treatment.
(XLSX) Click here for additional data file.

Table S3 Effects of 10-HDA and/or pRJ-Fr.5 on the lifespan.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

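Gene expression was measured in *C. elegans* N2 treated with pRJ-Fr.5 (25 µg/ml) or not treated (0 µg/ml) for 24 h from the L4 stage, with 3 arrays in each group. The authors deposited the spot intensity of each array from Agilent Feature Extraction 10.7.1.1 with its quality flags. The background had been subtracted within the array, low values had been replaced so that none was negative, and nothing had been normalized between arrays. They also deposited a series table of processed values. That deposited table holds a linear ratio, the processed signal of each probe divided by the 75th percentile of its array, as was checked against the intensities.

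From the deposited intensities, control spots were left out, spots marked as outliers were left out, the spots of a probe were averaged, log2 was taken and the 75th percentile of the array was subtracted. A probe was kept when it was positive and significant and well above background on all 6 arrays. The value of a gene was the mean over its kept probes. Gene symbols came from the RefSeq annotation of WBcel235 through the sequence name, for 80.0% of the probes; the grid of the arrays was annotated on another build, so that no coordinates are given. The gene *rla-1* was not analysed here because no table used here pairs that name with a probe. The upstream regions of the genes were not analysed here.

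Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), without a block, and p-values were adjusted by the Benjamini-Hochberg method over all probes or genes tested. The threshold was an adjusted p of 0.05, and 1.8-fold was taken from the paper as the threshold of size. Gene sets were tested with camera at an inter-gene correlation of 0.01, adjusted over 10 sets. The 10 sets were cuticle collagens, hedgehog-related genes, astacin proteases, F-box genes, insulin-like peptides, vitellogenins, major sperm proteins, oocyte and eggshell genes, DAF-16-activated genes and dod and dao genes. They were written from gene symbols and general knowledge before the data were examined, but after Table S2, which rests on the same arrays, had been read. For *ins-23*, which the filter on all 6 arrays left out, the value with detection in all arrays of 1 group is given in its place. Named genes were those the paper names, the 5 largest increases and 5 largest decreases past the adjusted threshold with groups that did not overlap, other insulin-like peptide, dod and dao genes past the threshold, and members of sets of at most 10 genes. Members of the DAF-16-activated set and the gene *daf-2* were chosen for naming after their values were seen.

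The tests were run on simulated data with the means and spreads of the 27518 probes of this comparison, in which 200 probes were changed by a log2 value of 1 in either direction and a set of further probes by less. limma called 178 of the 200 changed probes (89.0%) and 7 unchanged probes, and the methods' t-test with adjustment called 109 changed probes and 2 unchanged ones.

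Alternatives set at the same time were the methods' t-test, the normexp background correction with an offset of 50, quantile normalization, a shift to the median, a shift to the 75th percentile of kept probes, other filters on dim probes, the series table, the replicate number as a block, the slide as a block, each array left out in turn, limma's treat against 1.8-fold, the highest-signal probe of a gene, and fry and camera with an estimated correlation for sets. The normexp correction used the median signal of each spot, since the mean signal was not used here. With an array left out, the filter was applied to the remaining arrays. Pairing by replicate number was checked through the correlation of deviations from the group means over probes. It was -0.22, 0.06 and -0.01 for replicates 1, 2 and 3, and -0.12 to 0.13 for arrays with different numbers. No shared deviation of arrays with the same number was therefore seen, which cannot exclude a pairing with so few arrays. The arrays of a group differed from one another, with a median absolute log2 difference of 0.09 between the closest pair, so that no array was a copy of another. No spot was saturated.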

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

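The comparisons with random gene lists and the division of the F-box genes below were chosen after the changes of the families had been seen; the other tests were set before. The families were written down after Table S2, which was made from the same arrays, had been read, so that the 32 cuticle collagens, 13 hedgehog-related genes, 6 astacin proteases and 31 F-box genes that it lists are not independent evidence; it lists 0 major sperm proteins.

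The paper does not discuss 3 gene families, the cuticle collagens among them, whose levels were lower with pRJ-Fr.5 than in control worms. Cuticle collagens had a median log2 fold change of -0.59, with 24 of 147 genes higher, the rest lower, and 66 called lower over all genes tested by limma (74 genes of the list called when adjusted over the list alone, in both directions). Hedgehog-related genes, a list that includes the ptr genes, had a median of -0.55, with 55 of 60 lower and 38 called lower (41 adjusted over the list alone). Of this list, 85 are on the array, and those without a value had no probe that was above background on all 6 arrays. Astacin proteases had a median of -0.45, with 21 of 31 lower and 16 called lower (17 adjusted over the list alone). The adjusted camera p was 1.30e-10, 1.40e-11 and 0.000222 in this order, and fry gave 0.0069, 0.000459 and 0.00265. With the correlation between genes estimated from these 6 arrays, none of the 3 passed the threshold (adjusted p from 0.0781 to 0.257). Over the 4 other scalings and background corrections, the medians stayed negative, between -0.62 and -0.28. The signal level of the probes did not account for the decreases, since random lists matched on control signal had medians of 0.029, 0.032 and 0.0080, and none of 10000 lists reached the median of its family. Probes of related collagens can share sequence, which was not tested.

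A difference in developmental stage between the groups is a biological candidate explanation for the lower cuticle genes, since the worms were collected after the L4 stage. An earlier stage in the treated worms was argued against by the 16 oocyte and eggshell genes, which were all higher rather than lower, with a median of 0.19 (adjusted p = 0.0117 from limma's camera, but 0.0931 from limma's fry; 0 genes called when adjusted over the list alone). For a later stage, the higher oocyte genes and the lower major sperm proteins go with it, and higher vitellogenins are needed as well. The median of the 6 vitellogenins was 0.026 (adjusted p = 0.557 from limma's camera), with genes in both directions and a change of sign with the 75th percentile of kept probes, which decides nothing. A later stage therefore stays open, as does a direct effect of pRJ-Fr.5 on these genes, which was not tested.

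Major sperm proteins were lower with pRJ-Fr.5 than in control worms, with a median of -0.32, 23 of 25 genes lower and 16 called lower (19 adjusted over the list alone). The adjusted camera p was 2.20e-06, fry gave 0.0115, and the estimated correlation gave 0.358. Random lists matched on control signal had a median of 0.025, and none of 10000 reached that of the family; the range over the scalings was -0.34 to -0.28. These genes are close copies of one another and can share signal, so that they may count as fewer than 25 measurements; this was not tested.

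F-box genes, a family the paper does not discuss, were higher with pRJ-Fr.5 than in control worms, with a median of 0.27, 181 of 246 genes higher, 109 called higher and 19 called lower (147 adjusted over the list alone, in both directions); 380 are on the array. The family did not move as one. By symbol, a division chosen after the values were seen, the 72 fbxb genes had a median of 0.74 with 67 called higher and 0 called lower, the 38 fbxc genes a median of 0.34 with 20 called higher and 2 lower, and the 136 fbxa genes a median of 0.10 with 22 called higher and 17 lower. These 3 medians stayed above 0 in the other scalings and background corrections. The differences between them were not tested. The adjusted camera p was 3.33e-09, fry gave 0.00613, and the estimated correlation gave 0.257. Random lists matched on control signal had a median of 0.0029, and the medians over the scalings were between 0.23 and 0.31. Sequence shared between F-box genes was not tested.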

How the results depend on the processing

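The methods' t-test with detection in all arrays of 1 group, with quantile normalization, and with both, was chosen after the values had been seen; the other alternatives were set before. The counts of probes stayed within 1.5 times in 40 of 58 alternatives. For *ins-9*, *ins-20*, *ins-23*, *dod-3*, *dod-19*, *dao-4*, *fkb-4* and the 10 sets together, 279 of 305 alternatives kept the direction and the side of the threshold. For 41 other named genes, 584 of 820 did so and 19 changed sign. These 41 include genes that the paper's discussion names, of which *fkb-5* did not keep both in 5 of 20 alternatives, *ins-1* and *ins-7* in 3, *daf-28* in 2, *ins-18* in 1 and *daf-16* in 0. The cause was not tested for any change below unless it is given.

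The number of probes past the adjusted threshold was 6885. It was 4476 with the methods' t-test, 3569 without a filter on dim probes, 4155 with the methods' t-test and detection in all arrays of 1 group and 4174 with quantile normalization added to these. With each array left out, the count lay between 3857 (without pRJ-Fr.5 replicate 2) and 8235 (without pRJ-Fr.5 replicate 1). In these 2 fits, 687 and 3261 probes were higher and 3170 and 4974 lower, against 2417 and 4468 with all arrays. Without a filter on dim probes, 664 were higher and 2905 lower. With at least 1.8-fold as well, the number was 634. It was 418 with the methods' t-test, 301 with normexp, 421 with the methods' t-test and detection in all arrays of 1 group, 395 with the methods' t-test and quantile normalization and 386 with both; of these, 418, 277, 388, 371 and 335 were among the 634. limma's treat, which tests against 1.8-fold itself, called 0 probes, and 192 had an unadjusted p under 0.05 there. With each array left out, the count lay between 518 and 1218, the highest without pRJ-Fr.5 replicate 1. The number of higher probes, 94 with all arrays, was 479, 22 and 25 without pRJ-Fr.5 replicates 1, 2 and 3. It was 121, 83 and 58 without control replicates 1, 2 and 3, and 12 with the methods' t-test on all arrays. At the study's thresholds, the number was 731; normexp gave 339 and no filter 1443, and leaving out each array gave 576 to 1266, the highest again without pRJ-Fr.5 replicate 1. A shift to the median moved the share of lower probes at adjusted p and 1.8-fold from 85.2% to 71.2%, and at the study's thresholds from 76.6% to 63.6%.

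The increase of *dod-3* (1.36) was not past the adjusted threshold with the methods' t-test (1.36), without a filter (1.36), with the replicate block (1.36, adjusted p = 0.0601 from limma), or in the 3 settings of the methods' t-test chosen later (1.36 and 1.38). With each array left out it lay between 1.15 and 1.68, and 4 of 6 such fits were not past the threshold; its adjusted p over all alternatives was 0.0029 to 0.0977. The decrease of *dod-19* (-0.87) was not past the threshold with the methods' t-test, alone or with detection in all arrays of 1 group (-0.87 in both). The changes of *ins-9*, *dao-4* and *fkb-4* were past it under all 20 alternatives, and *ins-20* under none of 20 and *ins-23* under none of the 5 that gave it a value.

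The sets past the threshold of camera lost it with the estimated correlation (-0.59, -0.55, -0.45, 0.27, -0.32 and 0.19 for collagens, hedgehog-related genes, astacins, F-box genes, major sperm proteins and oocyte genes), and oocyte genes also with fry (0.19). With each array left out, the median of the oocyte genes lay between 0.13 and 0.22, and it was 0.16 and not past the threshold without pRJ-Fr.5 replicate 1. Dod and dao genes (-0.12) passed with fry. Insulin-like peptides changed sign with detection in all arrays of 1 group (0.023). Vitellogenins changed sign with the 75th percentile of kept probes (-0.0028), with the highest-signal probe (-0.067) and among arrays left out (-0.044 to 0.075).

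Single genes that changed sign were *ins-1*, *ins-18*, *sod-3* and vitellogenins. With the 75th percentile of kept probes, *ins-1* was -0.0056, *vit-5* -0.0089 and *sod-3* -0.014. With the highest-signal probe, *vit-5* was -0.12 and *vit-4* -0.086. *vit-2* was 0.0050 with quantile normalization and 0.0039 with the median shift. With each array left out, *ins-1* ranged from -0.029 to 0.078, *ins-18* from -0.022 to 0.098, *vit-1* from -0.13 to 0.0097, *vit-4* from -0.047 to 0.12, *vit-5* from -0.043 to 0.094 and *sod-3* from -0.14 to 0.14.

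The median absolute difference from Table S2 moved from 0.02 to 0.26 with normexp and to 3.33e-06 with quantile normalization. The filters do not change these fold changes. With the replicate block, 4670 probes passed the adjusted threshold, 584 with 1.8-fold, and 716 were at the study's thresholds. Arrays with the same replicate number showed no shared deviation (correlations of deviations of -0.22, 0.06 and -0.01), which cannot exclude a pairing. Leaving out saturated probes was not run, since no spot was saturated, and the count of DAF-16 motifs was not run. The signal over background limits the results through control replicate 3, whose 27932 probes above background were the fewest.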

Differences from the paper's values

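With limma, the 75th percentile shift and the filter on all 6 arrays, no count differed from the paper's by more than 1.5 times, and no log2 fold change differed from the paper's by more than the SD between replicates. Among the alternatives set before the data were examined, the paper's total of 733 differed by more than that from 339 with normexp, 1443 without a filter and 1266 without pRJ-Fr.5 replicate 1. The paper's 209 higher probes differed from 85 with the methods' t-test, 98 with normexp, 116 with the 75th percentile of kept probes, 330 with detection in all arrays of 1 group, and 502, 85 and 52 without pRJ-Fr.5 replicates 1, 2 and 3. The paper's 524 lower probes differed from 241 with normexp and 1171 without a filter. The log2 fold changes that differed from the paper's by more than the SD between replicates were those of *ins-9* with normexp (-0.59, beside the paper's -1.08), *ins-20* with normexp (0.36), without control replicate 2 (0.28) and without pRJ-Fr.5 replicate 3 (0.38), *dao-4* without pRJ-Fr.5 replicate 3 (-1.55, beside the paper's -1.86) and *fkb-4* without control replicate 2 (-0.77, beside the paper's -0.88). The paper's count of 733 stood beside 731 at the same thresholds in limma and beside 621 in the methods' t-test, with the paper's 209 higher and 524 lower probes beside 171 and 560 in limma and 85 and 536 in the methods' t-test. The probes were not all the same, since 564 probes of Table S2 were among the 731.

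The paper's methods state a shift to the 75th percentile, which gave fold changes within 0.1 of Table S2 on the log2 scale for 714 of the 733 probes. With quantile normalization, an alternative set before the data were examined, all 733 were within 0.1, with a largest difference of 0.0061. The median absolute difference was 3.33e-06, against 0.02 with the shift. This argues against the stated shift as the source of the table's fold changes. The methods' t-test on quantile-normalized values, at the unadjusted threshold and 1.8-fold, selected 733 probes with detection in all arrays of 1 group, 209 higher and 524 lower, and all 733 are those of Table S2; this combination was 1 of 3 chosen after the values had been seen. With the filter on all 6 arrays the same test selected 597 probes, and without quantile normalization but with detection in 1 group it selected 772. After Benjamini-Hochberg adjustment, 386 of the 733 passed 0.05.

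The paper lists *ins-20* and *ins-23* as up-regulated. Both were higher here, but neither passed the adjusted threshold as a gene under any alternative. As a probe, 1 of the 9 probes of *ins-20* passed it in limma with detection in all arrays of 1 group (adjusted p = 0.0452). Both genes are also among the 733 probes of the combination above that was chosen after the values had been seen. At an unadjusted p under 0.05 in limma and 1.8-fold with detection in all arrays of 1 group, *ins-23* and 7 of the 9 probes of *ins-20* were selected. In Table S2, the paper gives 2 probes of *ins-20*, with a mean log2 fold change of 1.31, beside 0.65 from the 2 probes kept here, which are other probes, and beside 1.08 from all 9 with detection in all arrays of 1 group or no filter. The SD between replicates of *ins-20* was 0.78.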

Other observations

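The tests of control replicate 3 and of pRJ-Fr.5 replicate 1 were chosen after the patterns had been seen; the other tests were set before.

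The count of 6885 changed probes was given by 1 of 10 splits of the 6 arrays into 3 and 3, the real one, and each of the others gave 0 past the adjusted threshold in limma (91 to 1632 at an unadjusted p under 0.05). Since 10 splits cannot give a share under 0.05, this count of splits cannot exclude chance, whatever the data. The slides held equally many arrays of both groups, so that a shift between slides could not produce fold changes between the groups. The slide as a block, with which 6491 probes passed, changes only the spread and is no test of this. The choice of normalization did not account for the count of 6885, since 6387 probes passed with normexp, 7190 with quantile normalization, 6427 with the median shift and 6934 with the 75th percentile of kept probes. The share of lower probes among them moved by at most 7.18 percentage points. This does not hold at 1.8-fold, where 277 of the 634 probes were also called with normexp and the median shift moved the share of lower probes from 85.2% to 71.2%.

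Control replicate 3 had a higher floor than the other arrays. Among 7676 probes below background on all 6 arrays, its median log2 signal was -7.72, against -10.06 and -9.90 on the other control arrays and -9.77, -9.82 and -9.50 with pRJ-Fr.5. These probes had a median log2 change of -0.48 with pRJ-Fr.5, and of 0.32 without control replicate 3. The second value follows from the medians of the arrays and does not test whether the raised floor is behind the decrease of dim probes, and the criterion for it was rewritten after the value had been seen, because the first one was not met. The floor was not the whole cause of the excess of lower probes at the study's thresholds when no filter was applied, since 81.2% were lower with all arrays and 75.0% without control replicate 3. Without a filter and without control replicate 3, 0 probes passed limma's adjusted threshold, against 3569 with all arrays, and 10609 and 10944 had an unadjusted p under 0.05. No biological explanation was tested for the floor.

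The increases were smaller in pRJ-Fr.5 replicate 1 than in replicates 2 and 3. Of the 71 genes at least 1.8-fold higher past limma's adjusted threshold, replicate 1 was the lowest of the pRJ-Fr.5 arrays in 65 (91.5%), and control replicate 1 was the highest of the controls in 45 (63.4%), where chance gives 33.3%; genes are not independent, so that no test is given. Of the 335 genes at least 1.8-fold lower, replicate 1 was the highest of the pRJ-Fr.5 arrays in 232 (69.3%), so that its decreases were often the smallest as well. Control replicate 1 was the highest of the controls in 195 of the 335 (58.2%), so that its high place was not particular to the increases. For genes chosen from the other arrays, replicate 1 showed a share of 0.127 to 0.442 of the increase, depending on the control, and at least 0.649 of the decrease. A weaker response of all genes alike may still account for this, because replicate 3 also showed 0.403 of the increase and 0.861 of the decrease against 1 of the controls. The slide did not account for it, since replicate 2, on the same slide, showed at least 0.597 of the increase. A difference in exposure between cultures stays open as a biological explanation, untested.

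For other insulin-like peptides that the discussion names, the log2 fold change was 0.02 for *ins-1*, 0.18 for *ins-7* (adjusted p = 0.062 from limma), 0.05 for *ins-18* and -0.47 for *daf-28* (adjusted p = 0.0524 from limma). *daf-28* passed the threshold without pRJ-Fr.5 replicate 1 (-0.61) and with the 75th percentile of kept probes, and *ins-7* with quantile normalization (0.23) and with the methods' t-test. *ins-11* was well above background on 2 control arrays and 1 pRJ-Fr.5 array; without a filter its log2 fold change was -0.90 (adjusted p = 0.0464 from limma), near background. *daf-16* changed by 0.09 (adjusted p = 0.24 from limma) and *fkb-5* by -0.48 (adjusted p = 0.0122 from limma). *fkb-5* lost the threshold in 5 of 20 alternatives, 3 of them with 1 array left out. The gene *daf-2*, chosen after its value was seen, changed by 0.32 (adjusted p = 0.0201 from limma) and lost the threshold in 8 of 20 alternatives.

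Of 4 sets with no call from camera, insulin-like peptides had a median of -0.08 (adjusted p = 0.404, 7 genes called lower and 2 higher), dod and dao genes -0.12 (adjusted p = 0.232, 4 called lower and 1 higher), vitellogenins 0.026, and DAF-16-activated genes 0.18 (adjusted p = 0.238). In the last set, 10 of 13 genes were higher and 3 lower. Of them, *icl-1*, *hsp-12.6*, *ctl-1* and *dod-3* were called higher in limma and *hsp-16.1*, *hsp-16.41* and *hsp-16.48* lower (log2 fold changes of -0.79, -0.61 and -0.58). Without a call, *sod-3* changed by 0.02 and *mtl-1* by 1.16 (adjusted p = 0.144 from limma). These genes were singled out after their values were seen. Of 20 alternatives, *ctl-1* lost the threshold in 16, *hsp-12.6* and *dod-3* in 10, *icl-1*, *hsp-16.41* and *hsp-16.48* in 9 each and *hsp-16.1* in 2. Adjusted over the list alone, 12 insulin-like peptides, 5 dod and dao genes, 0 vitellogenins and 7 DAF-16-activated genes were called. The study chose *dod-3* from these arrays. For the dod and dao genes, camera tests a shift in a single direction, while the paper reports a rise of *dod-3* beside decreases of *dod-19* and *dao-4*. The missing call therefore cannot tell whether these genes responded in opposite directions. Of the vitellogenins, *vit-6* was called higher (0.21), and it was not past the threshold in most of the 20 alternatives.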
